A study of Rattus norvegicus with 20 samples.

How the data were processed

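Whole kidneys of 20 adult male Wistar rats were profiled by bulk RNA sequencing, 1 library per animal. Per the labels' protocols, total RNA was extracted from the entire kidney and libraries were made with an NEBNext kit for Illumina sequencing. The aligner, the counting program, the strand setting, the genome build and the annotation release are not named in the labels or the file headers. Drug or vehicle was delivered for 28 days by subcutaneous osmotic minipump. The groups, taken from the treatment label of each sample, were saline vehicle (n = 4), cyclosporine A (n = 4), a vehicle of 25% DMSO and 75% polyethylene glycol (DMSO/PEG, n = 6) and tacrolimus (n = 6).

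The authors deposited a table for cyclosporine A with its vehicle and another for tacrolimus with its vehicle. Per the file headers, each row is a gene with an Ensembl identifier, a symbol, a position and a length. The values are FPKM, fragments scaled by gene length and by library depth, judged from the values themselves. The cyclosporine A table lists 32545 genes, of which 18892 have a value above 0 in some library, and the tacrolimus table lists 32883 genes, of which 22617 do. Of the 32521 genes in both tables, 80.2% carry the same symbol, and genes were matched by identifier. Every column of values was matched to a sample by its name. A RefSeq gene list of another assembly (GRCr8) matched 0 of the Ensembl identifiers and was not used. Positions are printed as deposited, on a build that is not named, and sequence composition was not checked.

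Because FPKM values are whole numbers of fragments divided by length and depth, the fragments behind each value could be recovered. For tacrolimus, 100.0% of the values above 0 came out whole with the listed gene length. For cyclosporine A and its vehicle, 74.2% did, and 4445 of the 18892 detected genes (23.5%) came out whole only with a shorter length than the one listed. The deposited tables differ in how they were scaled. Values of the cyclosporine A table are relative to all assigned fragments of the library, mitochondrial genes included, with no scaling between samples. Values of the tacrolimus table follow median-of-ratios size factors, which set the median gene ratio between libraries to be equal, with a largest deviation of 1.21e-07%. For the cyclosporine A comparison, FPKM was therefore also recomputed from the recovered fragments with median-of-ratios size factors, called rescaled FPKM here. The rescaling was chosen after the mitochondrial share of the libraries had been seen, and both versions are given for the numbers of genes, panel genes and gene sets changed by cyclosporine A. Marker lists and the gene sets of the difference between the drugs are given on rescaled FPKM alone. Levels in the 2 tables were normalized separately, so each drug was tested against its own vehicle within its table.

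Replicate libraries differed by more than sampling noise. The chi-square statistic per degree of freedom between libraries of a group ran from 22.4 to 197 in the cyclosporine A table and from 17.6 to 106 in the tacrolimus table, so no library was counted as a copy of another.

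The test planned before the data were examined was a count model, with limma on log2 values as the stated alternative if the tables held FPKM. They did, so limma 3.58.1 (R 4.3.3) was run on log2(FPKM + 1) with group as the single term, an empirical Bayes trend and Benjamini-Hochberg adjustment, and a gene was called changed at an adjusted p under 0.05. A gene was tested if at least as many libraries as the smaller group reached the equivalent of 10 fragments at the median library size and if it had at least 15 fragments in total. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. The difference between the drugs was tested as the change with cyclosporine A minus the change with tacrolimus, on rescaled FPKM in both tables. Each change carried its own limma standard error, with Satterthwaite degrees of freedom. The plan was to test this difference, for genes and gene sets, in a single fit over all 20 samples and only if both tables held counts. Otherwise the changes with each drug were to be described side by side. The tables held FPKM, so running the test and its form were both chosen after the tables had been seen.

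Gene sets were tested with camera in limma at a preset inter-gene correlation of 0.01, and with fry and with an estimated correlation as alternatives. The 17 sets and a panel of 28 genes linked to calcineurin inhibitors or kidney injury were written before the data were examined. Set tests on the difference between the drugs used the ranked statistics of that test (cameraPR), also chosen after the data had been seen. A further 4 marker lists (adipocyte, urothelium, papilla and inner medulla, medullary osmolyte genes) were written after the first results and before their own tests. Whole-library measures were compared with exact 2-sided permutation tests. Intervals on shares are 95% Wilson intervals and cover counting error only.

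The genes named were the panel and, for each comparison, up to 5 higher and 5 lower genes with the largest fold change. These had to have an adjusted p under 0.05, a mean of at least 100 fragments per sample, no overlap between drug and vehicle samples and a named symbol. For the difference between the drugs, the 5 genes with the smallest adjusted p were taken. The rule was set before the data were examined, and overlap was judged on deposited or rescaled FPKM according to the result. Genes outside it are said to be so where they appear. Of the panel, 1 gene enters the counts and is not reported here by itself.

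The per-gene test was tested on simulated counts with the means and depths of the real libraries. Of 200 genes changed by known folds, it called 96.5% among 13602 genes in the 8-sample design, with 6 unchanged genes called, and 100% among 15534 genes in the 12-sample design, with 16 unchanged genes called. The slope of fitted on true log2 fold changes was 0.775 and 0.88, below 1 because of the pseudocount. The difference test called 96.7% of 392 changed genes among 13510 genes, with 19 unchanged genes called. All simulated genes of a table shared 1 dispersion (0.0294 and 0.0115) and were drawn independently, with no outlying library. Changed genes had a mean of at least 100 fragments and an absolute log2 fold change of at least 1. They were drawn separately for each table, so genes changed alike in both were not examined by design. These rates may therefore be better than those in the real data.

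Alternatives covered the scaling (median-of-ratios, upper-quartile), the test (voomWithQualityWeights on the recovered fragments), the filter (none, or a mean of at least 50 fragments), the pseudocount (0.1 with no filter), the replicate number as a block, the threshold (an adjusted p under 0.01, or an absolute log2 fold change of at least 1) and leaving out each library in turn. Count-model tests were not run, because limma was the alternative stated in advance for tables of FPKM. The recovered fragments would have allowed them. The single fit over all 20 samples was not run either. Tables were read with Python 3.11.15 (pandas 2.3.3, numpy 2.4.6) and the data.table package (version 1.17.8), and figures were drawn with matplotlib 3.10.9.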

Results

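Kidney gene expression was measured in rats given 1 of 2 calcineurin inhibitors, immunosuppressants used after transplantation, to compare their effects on the kidney and its compartments. Cyclosporine A (n = 4) was compared with saline vehicle (n = 4), and tacrolimus (n = 6, target trough 3.5 ng/ml) with DMSO/PEG vehicle (n = 6), each after 28 days. Each drug had its own vehicle and its own deposited table, so drug, vehicle and table cannot be separated when the drugs are set side by side. Fragments assigned to genes numbered 30468799 to 34308987 per library in the cyclosporine A table and 31670202 to 39358485 in the tacrolimus table.

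The libraries differed in how many of those fragments came from the mitochondrial genome. The mitochondrial share was 59.8% ± 7.97 (SD, n = 4, range 49.7% to 68.6%) with saline vehicle and 84.7% ± 4.68 (SD, n = 4, range 80.2% to 90.8%) with cyclosporine A. The ranges did not overlap (exact permutation test, 2-sided p = 0.0286, the smallest that 70 arrangements allow, 0.0763 after adjustment over 8 library measures). Fragments from nuclear genes fell accordingly, from 10283990 to 17256836 per library with saline vehicle to between 2905876 and 6549317 with cyclosporine A (exact permutation p = 0.0286, adjusted 0.0763). Nuclear genes detected were 16062 ± 633 (SD, n = 4) and 14579 ± 500.3 (SD, n = 4), with the same exact p of 0.0286. In the tacrolimus table the share was 11.9% ± 1.13 (SD, n = 6) with vehicle and 12.4% ± 1.88 (SD, n = 6) with drug, a difference smaller than the spread between replicates (exact permutation p = 0.606, adjusted 0.693).

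**Figure D1:**
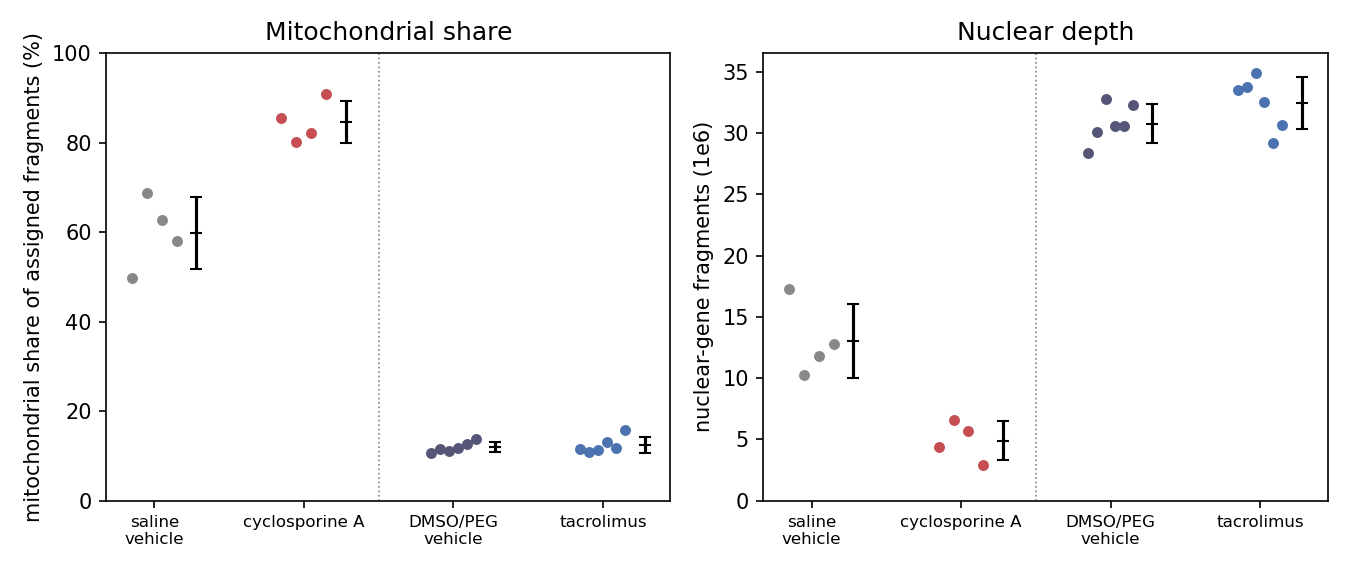
Mitochondrial share of assigned fragments in percent (left) and fragments from nuclear genes (right, axis in units of 1e6 fragments) for each library, with 1 point per animal and the group mean ± SD beside the points. The dotted line parts the 2 deposited tables, and the 4 cyclosporine A libraries lie above the 4 saline vehicle libraries in mitochondrial share (80.2% to 90.8% against 49.7% to 68.6%) and below them in nuclear depth.

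The question of which genes cyclosporine A changed depended on this share. On FPKM as deposited, which is relative to all fragments with the mitochondrial ones included, limma called 10911 of 13455 tested genes changed, 26 higher and 10885 lower. The median log2 fold change of all tested genes was −0.89. Of the 26 genes called higher, 10 were mitochondrial, among 30 mitochondrial genes tested. Drug and vehicle samples did not overlap for 9146 genes (67.97%, against 2.86% expected by chance). Scaling moved this result most. On rescaled FPKM the median log2 fold change was −5e-04 and 82 genes were called, 44 higher and 38 lower, of which 51 were also called on the deposited values. On the rescaled values 2182 genes (16.2%) had an unadjusted p under 0.05, and 1469 genes (10.9%, against 2.86% by chance) did not overlap.

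The rescaled call of 82 genes rested on single libraries. It became 2, 22, 3 and 1 genes without saline vehicle replicates 1, 2, 3 and 4, and 14, 86, 3 and 136 genes without cyclosporine A replicates 1, 2, 3 and 4.

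**Figure D2:**
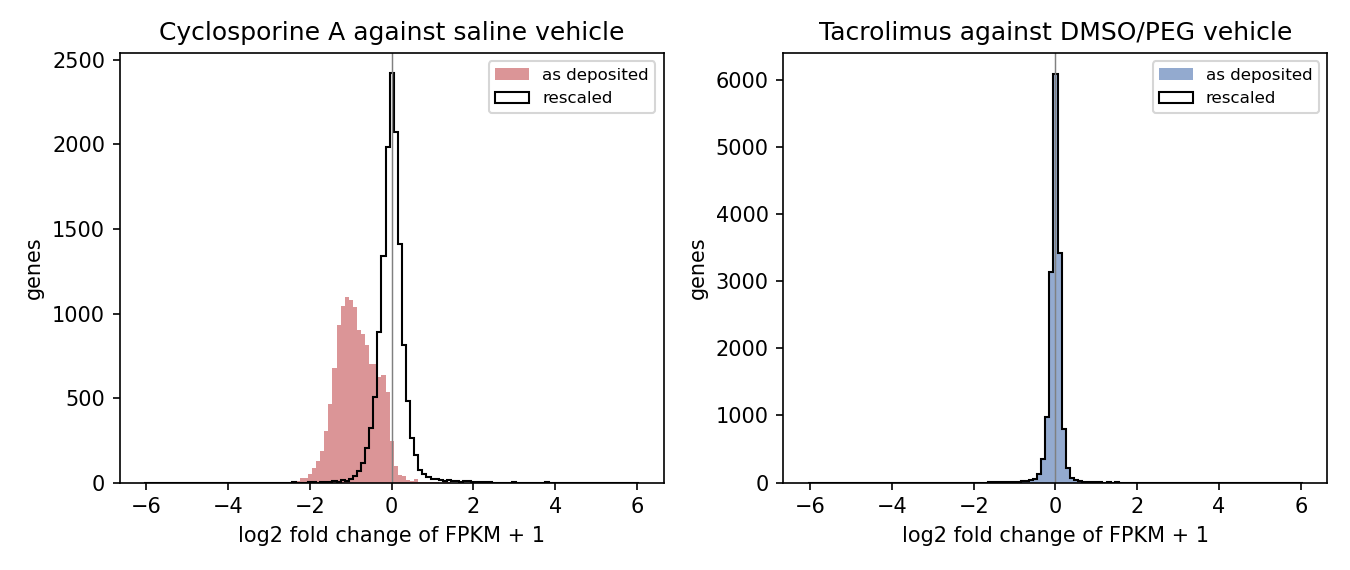
Histograms of log2 fold changes of FPKM + 1 for all tested genes, cyclosporine A against saline vehicle on the left and tacrolimus against DMSO/PEG vehicle on the right, with filled bars for FPKM as deposited and a black outline for rescaled FPKM. Rescaling moved the median for cyclosporine A from −0.89 to −5e-04, while for tacrolimus both versions lie on each other.

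The 5 genes named as higher on deposited FPKM under the naming rule were all mitochondrial. Genes outside the rule, such as Acsm3, rose further. Mt-nd3 (chromosome MT, 9451 to 9798) rose from 25050 ± 6317 FPKM (SD, n = 4) to 40020 ± 4425 (SD, n = 4), a log2 fold change of 0.71 with a standard error of 0.26 and a limma adjusted p of 0.0187. Mt-nd1, Mt-nd2, Mt-atp6 and Mt-co2 rose by log2 fold changes of 0.61, 0.61, 0.59 and 0.56. Mitochondrial genes have near-identical nuclear copies, so their counts are uncertain to that extent. After rescaling these 5 genes had larger changes, from 1.90 to 2.04, with larger errors, and none passed the threshold (adjusted p 0.0632 to 0.131). Other mitochondrial genes did pass, 3 among the 44 genes called higher on rescaled FPKM. The 5 genes named as lower on deposited FPKM were Inmt (−3.16), Calb1 (−3.13), Plvap (−3.03), Cyp2c11 (−2.92) and Gc (−2.90). Calb1 (limma adjusted p = 0.0251) and Gc (0.0491) were also called on rescaled values. Inmt (0.267), Plvap (0.0676) and Cyp2c11 (0.077) were not. Cyp2c11 belongs to a multigene family whose members can share reads.

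On rescaled FPKM the genes named as higher under the rule were Acsm3, Upk1a, Slc7a7, Inafm1 and Hoxb4. Acsm3 (chromosome 1, 189514553 to 189541224) rose from 3.46 ± 0.976 (SD, n = 4) to 21.7 ± 10.4 rescaled FPKM (SD, n = 4), a log2 fold change of 2.22 with a standard error of 0.36 (limma adjusted p = 0.0348). Upk1a (chromosome 1, 89060581 to 89068348) rose from 1.30 ± 0.54 (SD, n = 4) to 5.49 ± 0.854 (SD, n = 4), a log2 fold change of 1.51 with a standard error of 0.18 (limma adjusted p = 0.0196). Slc7a7, Inafm1 and Hoxb4 had log2 fold changes of 1.40, 1.23 and 1.21. On deposited FPKM Acsm3 changed by 1.08 and was called (limma adjusted p = 0.0234), while Upk1a (0.57, 0.0704) and Slc7a7 (0.39, 0.159) were not called. There the change of Inafm1 was 0.03 and that of Hoxb4 was −0.01, so the direction of Hoxb4 was opposite. The genes named as lower were Calb1 (−1.85), Gc (−1.70), Aldh1b1 (−1.45), Umod (−1.36) and Mdfi (−1.20), all of which were lower on deposited FPKM as well. In each of these 10 genes all 4 cyclosporine A samples lay outside the range of the 4 vehicle samples.

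Of the 28 panel genes, 27 were tested for cyclosporine A, because the identifier of Ace appeared only in the tacrolimus table. On deposited FPKM 18 were called over all genes and 16 when adjusted over the list alone. On rescaled FPKM 3 were called over all genes, Calb1 and Umod among them, and 6 when adjusted over the list alone. Calb1, calbindin of the distal nephron (ENSRNOG00000007456, chromosome 5, 29538380 to 29562773), fell from 55.6 ± 13.8 (SD, n = 4) to 15.2 ± 6.34 rescaled FPKM (SD, n = 4). Umod, uromodulin (ENSRNOG00000015557, chromosome 1, 189186026 to 189199376), fell from 327 ± 101 (SD, n = 4) to 127 ± 38.2 (SD, n = 4), with a limma adjusted p of 0.0491. A further 3 genes past the threshold over the list alone were Slc12a1 (−0.95, limma adjusted p over the list 0.00213), Rcan1 (0.61, 0.00746) and Clu (1.19, 0.0109). Rcan1 was lower on deposited FPKM (−0.55), and Clu changed by −0.02 there. Leaving out saline vehicle replicate 1, 3 or 4, or cyclosporine A replicate 1 or 3, brought the panel count over all genes to 0, with 10, 8, 9, 11 and 10 panel genes at an unadjusted p under 0.05.

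For tacrolimus against its vehicle, limma called 47 of 15493 genes, 3 higher and 44 lower. An unadjusted p under 0.05 was reached by 1329 genes (8.58%), and 151 genes (0.97%, against 0.216% by chance) did not overlap between the groups. The alternative that moved the count furthest upwards was voomWithQualityWeights with median-of-ratios size factors. It called 121 genes including all 47, with 24 higher and 97 lower. The 3 genes called higher were Cyp2e1 (log2 fold change 0.48), Slc17a5 (0.37) and Cdk20 (0.34). Cyp2e1 (chromosome 1, 213511874 to 213535542) went from 134 ± 17.8 (SD, n = 6) to 186 ± 12.9 FPKM (SD, n = 6), with a limma adjusted p of 0.0288. Cyp2e1, Slc17a5 and Cdk20 lost significance in 11, 12 and 11 of 20 alternatives each.

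Among the named genes, the largest fall with tacrolimus on the log2(FPKM + 1) scale was that of Calb1. It went from 198 ± 27.9 (SD, n = 6) to 13.1 ± 0.921 FPKM (SD, n = 6), a log2 fold change of −3.81 with a standard error of 0.09 (limma adjusted p = 1.74e-11). Ucp1 (chromosome 19, 24456976 to 24464807) fell from 15.1 ± 7.72 (SD, n = 6) to 0.619 ± 0.984 (SD, n = 6), by −3.33 (limma adjusted p = 8.44e-04). The drug mean of Ucp1 lay below the pseudocount, which understates its fall. Across the alternatives the lowest log2 fold change was −6.21 for Ucp1 and −3.92 for Calb1, so their order depends on the setting. Thrsp (chromosome 1, 162381253 to 162385575) fell from 47.2 ± 18.5 (SD, n = 6) to 7.97 ± 5.12 (SD, n = 6), by −2.52 (limma adjusted p = 0.00361). Slc8a1, a sodium-calcium exchanger (chromosome 6, 4258991 to 4520604), fell from 16.1 ± 2.13 (SD, n = 6) to 3.50 ± 0.449 (SD, n = 6), by −1.92 (limma adjusted p = 1.56e-07). Sfrp2 (chromosome 2, 182723854 to 182731764) fell from 8.44 ± 1.99 (SD, n = 6) to 2.28 ± 0.528 (SD, n = 6), by −1.51 (limma adjusted p = 1.04e-04). For these 5 genes all 6 tacrolimus samples lay below all 6 vehicle samples, and each was called under all 20 alternatives run.

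In the panel, 4 of 28 genes were called over all genes with tacrolimus and 6 when adjusted over the list alone. Besides Calb1 these were Slc12a3, Trpm6 and Egf. Slc12a3, the thiazide-sensitive cotransporter (ENSRNOG00000057072, chromosome 19, 11106033 to 11144641), fell from 102 ± 5.50 (SD, n = 6) to 43.3 ± 9.31 FPKM (SD, n = 6), by −1.24 with a standard error of 0.12 (limma adjusted p = 1.59e-04). Egf (ENSRNOG00000053979, chromosome 2, 68820615 to 68895920) fell from 52.8 ± 4.83 (SD, n = 6) to 27.4 ± 3.05 (SD, n = 6), by −0.93 (limma adjusted p = 9.54e-05). Trpm6, a magnesium channel (chromosome 1, 234479289 to 234596971), fell from 5.05 ± 0.65 (SD, n = 6) to 2.34 ± 0.129 (SD, n = 6), by −0.85 (limma adjusted p = 9.54e-05). Col1a1 changed by −0.27 and passed over the list alone (limma adjusted p = 0.0231) and not over all genes (0.259). The injury markers Havcr1 (0.69) and Lcn2 (0.55) passed neither.

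**Figure D3:**
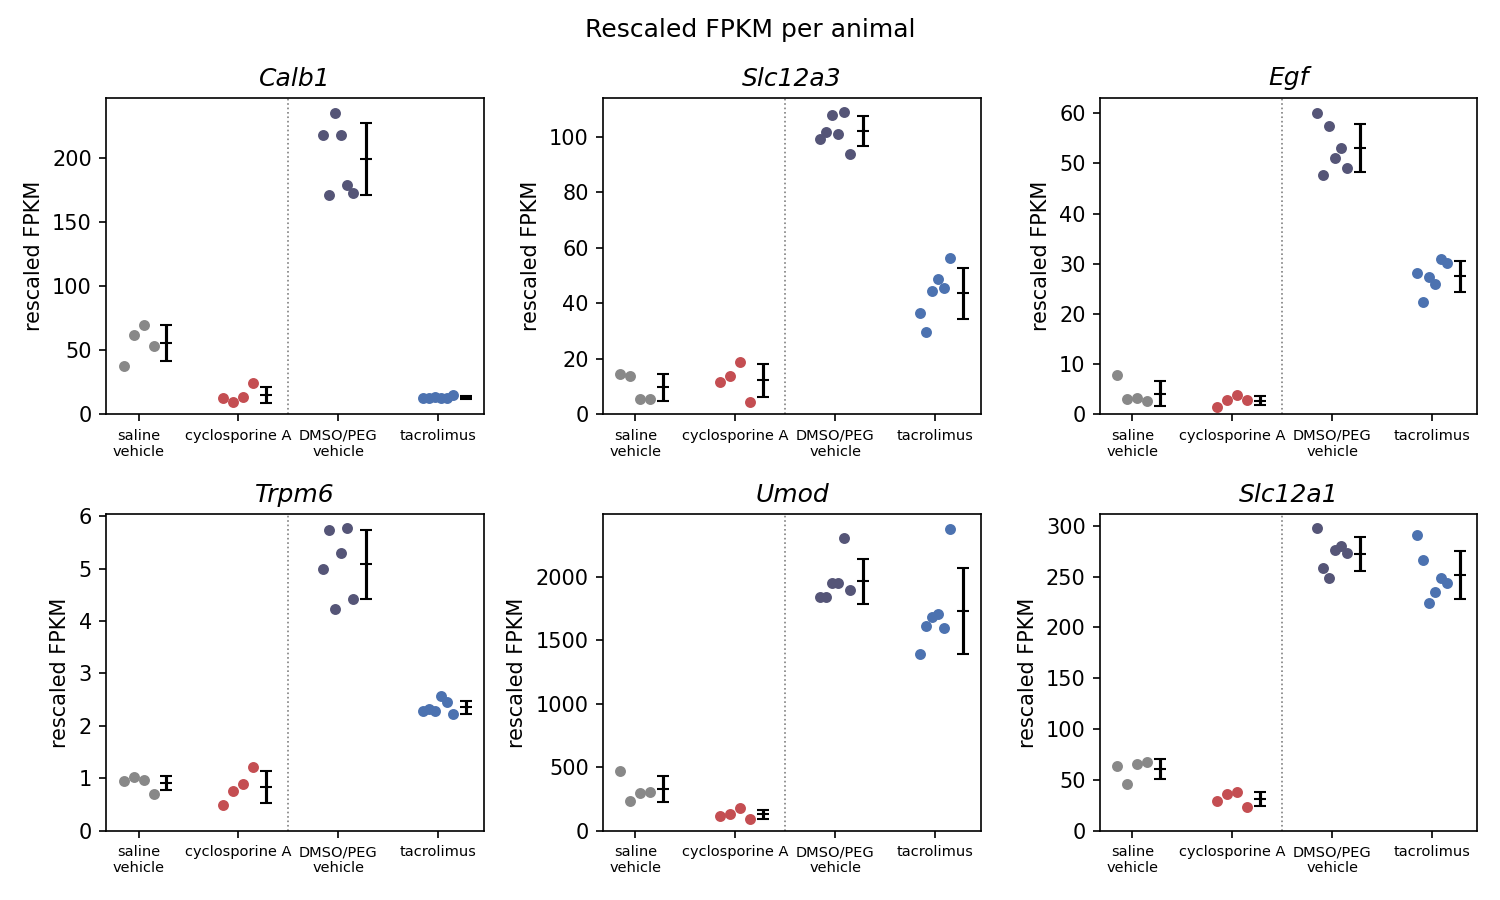
Rescaled FPKM of 6 panel genes per animal, with 1 point per library, the group mean ± SD beside the points and a dotted line between the 2 separately normalized tables, whose levels are not comparable. Calb1 is lower in all drug samples of both tables (15.2 against 55.6 with cyclosporine A), Slc12a3, Egf and Trpm6 are lower with tacrolimus, and Umod and Slc12a1 are lower with cyclosporine A.

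Whether the 2 drugs changed the same genes was compared over 13392 genes tested in both tables. On deposited FPKM 31 genes were called under both, where 32.52 would be expected if the calls were independent, and 28 of them (90.3%, Wilson interval 75.1% to 96.7%) had the same direction. Nearly all calls of either drug were lower, and if directions were independent the share would be 92.3%, so the observed share shows no agreement beyond that. With an unadjusted p under 0.01 in both, the share was 63.4%, against 64.3% if independent. With that limit on rescaled FPKM 34 genes passed in both, where 22.26 would be expected if independent, and 55.9% of them (Wilson interval 39.5% to 71.1%) had the same direction, against 51.2% if independent. The excess in number was not tested. On rescaled FPKM Calb1 was the 1 gene called under both, lower in each, where 0.24 would be expected. Across genes, which are not independent replicates, the rescaled log2 fold changes had a Pearson r of −0.007 and a Spearman rho of −0.041.

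The change with cyclosporine A minus the change with tacrolimus, on rescaled FPKM, was called for 216 of 13392 genes, 114 above 0 and 102 below, and 2140 had an unadjusted p under 0.05. On deposited FPKM the count was 10068, with 41 above 0 and 10027 below. Without saline vehicle replicate 4 it was 27, and without saline vehicle replicates 1, 2 and 3 and cyclosporine A replicate 1 it was 46, 77, 79 and 94. The 5 genes with the smallest adjusted p under the naming rule were Fjx1, Sat1, Glul, Upk1a and Cyp2d3. Fjx1 (chromosome 3, 92288818 to 92290919) changed by −1.18 with cyclosporine A and 0.15 with tacrolimus, a difference of −1.33 with a standard error of 0.18 (limma-based adjusted p = 0.00132). Glul (chromosome 13, 71331052 to 71340229) changed by −0.83 and 0.12, a difference of −0.96 (adjusted p = 0.00382). The differences of Sat1, Upk1a and Cyp2d3 were 0.79, 1.67 and −1.25. On deposited FPKM the difference of Sat1 was −0.53, and that of Upk1a was 0.73 and was not called (adjusted p = 0.0563). Fjx1, Glul and Cyp2d3 were called there with differences of −2.37, −2.29 and −2.52. Cyp2d3 belongs to a multigene family whose members can share reads. Slc8a1 had a smaller adjusted p (6.99e-05, difference 1.76) but only 82.6 fragments per library in the cyclosporine A table, under the minimum of the rule.

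In the panel, 4 of 27 differences were called over all genes and 9 when adjusted over the list alone. The 4 were Calb1 (1.96, adjusted p = 0.00874), Trpm6 (0.79, 0.0251), Rcan1 (0.86, 0.0383) and Slc12a1 (−0.83, 0.0481), all from the limma-based test of the difference. On deposited FPKM the differences were 0.69 for Calb1 (adjusted p = 0.0332), 0.17 for Trpm6 (0.391), −0.29 for Rcan1 (0.358) and −2.12 for Slc12a1 (3.99e-04), so Trpm6 lost its call and Rcan1 its direction and call. Calb1 fell with both drugs, and further with tacrolimus under both scalings. The other 5 differences, of Umod (−1.16, adjusted p over the list 0.00438), Slc12a3 (1.51, 0.0245), Col1a1 (0.63, 0.0319), Ppp3ca (−0.46, 0.0383) and Fkbp5 (0.74, 0.0426), passed over the list alone and not over all genes (adjusted p 0.12 for Slc12a3). On deposited FPKM Slc12a3 (0.34), Col1a1 (0.17) and Fkbp5 (−0.24) passed neither, with the direction of Fkbp5 reversed, while Umod and Ppp3ca passed both. Adjusted over the list alone, Calb1 did not pass there (0.0571).

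**Figure D4:**
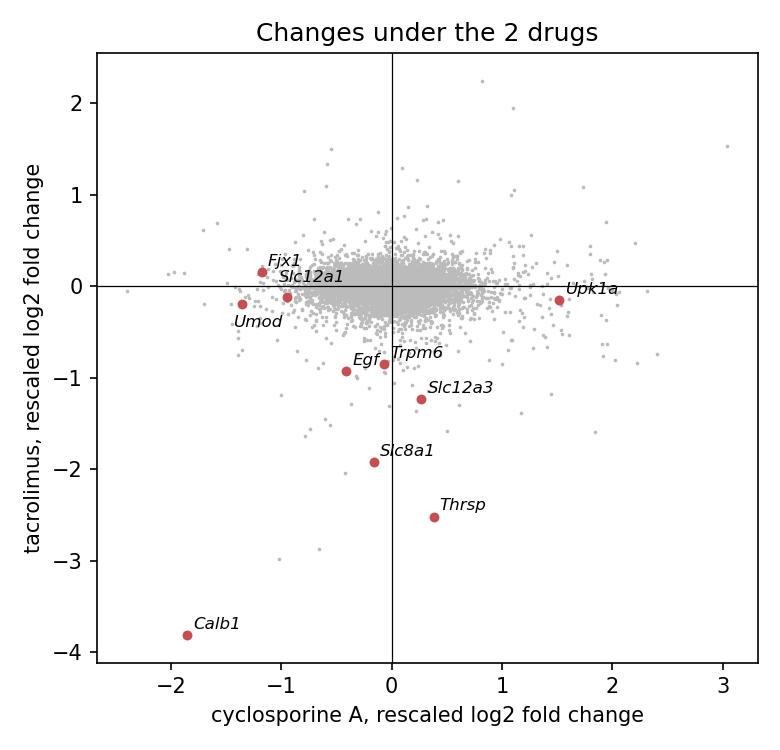
Rescaled log2 fold change with tacrolimus (vertical axis) against that with cyclosporine A (horizontal axis), with 1 grey point per gene tested in both tables and named genes in red. Calb1 lies far below 0 on both axes (−1.85 and −3.81), and Slc8a1 and Slc12a3 are low on the tacrolimus axis (−1.92 and −1.24).

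Of the 17 gene sets, camera called 7 with cyclosporine A on deposited FPKM, 5 on rescaled FPKM and 8 with tacrolimus. With tacrolimus the distal convoluted tubule set had a median log2 fold change of −0.70 relative to all genes, with 11 of 11 tested members below the median gene (camera adjusted p = 8.59e-26). It was called with the correlation estimated (adjusted p = 8.64e-06) and by fry (1.84e-10), and no other tacrolimus set was called by either. Members with the smallest p were Calb1, Slc8a1, Trpm6, Klhl3 (−0.88) and Slc12a3. The other 7 sets moved by 0.14 or less. With cyclosporine A on rescaled FPKM, camera called the principal cell (0.35), tubular injury (0.45) and immediate early (0.36) sets higher and the ER stress response (−0.33) and mitochondrial respiration (−0.15) sets lower. None of these 5 was called by fry or with the correlation estimated, where 4 sets and 1 set of the 17 had an unadjusted p under 0.05. On deposited FPKM fry called 16 sets, all lower, and the estimated correlation called 0, with 0 at an unadjusted p under 0.05. For the difference between the drugs, cameraPR called the distal convoluted tubule (1.09, adjusted p = 3.06e-11), principal cell (0.39, 0.00919), podocyte (0.26, 0.00919) and immediate early (0.29, 0.0497) sets. Camera calls of this number were common in other splits of the same samples, with as many sets in 15 of 35 splits for cyclosporine A, 24 of 100 for tacrolimus and 61 of 100 for the difference.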

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

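The counts of sample splits for gene sets, and the test of the spread among distal convoluted tubule markers, were chosen only after the results they bear on had been seen.

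The change with cyclosporine A differed from the change with tacrolimus for 216 genes. Of 100 splits of the samples within each table, the real one included, 1 gave as many, and the highest count in the others was 9, which argues against a random grouping of animals. The count does not show that the drugs themselves differ. Drug, vehicle and deposited table change together between the 2 comparisons and cannot be told apart by any fit to these 20 samples. The mitochondrial share differs between the comparisons as well. It also varies within groups, but no fit of the difference included it as a term. The count was 10068 on deposited FPKM, and 27 without saline vehicle replicate 4. A different response to the drugs stays open as a hypothesis, as does a different behaviour of the libraries with high mitochondrial share.

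Among the named genes, those differing between the drugs with a larger value under cyclosporine A were Acsm3 (difference of log2 fold changes 3.06), Thrsp (2.90), Mt-nd3 (2.25), Calb1 (1.96), Slc8a1 (1.76), Upk1a (1.67), Slc7a7 (1.38), Inafm1 (1.10), Hoxb4 (0.98), Sfrp2 (0.96), Rcan1 (0.86), Sat1 (0.79) and Trpm6 (0.79). Those with a smaller value were Plvap (−2.12), Fjx1 (−1.33), Cyp2d3 (−1.25), Slc17a5 (−1.08), Glul (−0.96) and Slc12a1 (−0.83). Many sit close to the threshold, with adjusted p from 0.0251 to 0.0481 for Mt-nd3, Inafm1, Hoxb4, Plvap, Rcan1, Thrsp, Slc12a1, Sfrp2 and Trpm6. Fjx1, Glul, Cyp2d3, Calb1 and Acsm3 kept their direction and their call under all 26 alternatives run for them. Sat1, Rcan1, Hoxb4 and Inafm1 changed direction on deposited FPKM (−0.53, −0.29, −0.24 and −0.10), and Upk1a (0.73), Slc7a7 (0.36) and Trpm6 (0.17) lost their call there. Sfrp2 changed direction with voomWithQualityWeights (−0.49). For Mt-nd3 the difference may reflect the mitochondrial share of the cyclosporine A libraries itself, since on deposited FPKM its change with cyclosporine A was 0.71 and on rescaled FPKM it was 2.04. Slc8a1, Trpm6 and Sfrp2 were low in the cyclosporine A table, with 82.6, 193 and 52.4 fragments per library. A pseudocount of 1 FPKM therefore limits the fall that could be seen there. Mean Sfrp2 fell from 0.734 to 0.17 rescaled FPKM with cyclosporine A, with both means below the pseudocount. Its positive difference therefore does not show a smaller fall than with tacrolimus.

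The gene sets differing between the drugs were the distal convoluted tubule (median difference 1.09), principal cell (0.39), podocyte (0.26) and immediate early (0.29) sets. As many sets were reached in 61 of 100 splits of the samples, so the number of sets is what random groupings give. The distal convoluted tubule set stayed called with each library left out in turn and with upper-quartile size factors, with adjusted p from 5.15e-13 to 3.29e-09. The immediate early set lost its call in 10 of 21 alternatives. For the tacrolimus comparison alone, 24 of 100 splits gave as many sets as the 8 called, but the lowest adjusted p of any set in the other splits was 6.01e-10, against 8.59e-26 for the distal convoluted tubule set. For cyclosporine A on rescaled FPKM, 15 of 35 splits gave as many sets as the 5 called.

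The lower distal convoluted tubule genes with tacrolimus could come from fewer cells of that segment or from lower expression within them. Fewer cells would lower all markers alike if each marker came from the same cells alone, which was not tested. The 11 markers instead ran from −3.81 to −0.02, with a Cochran Q of 1635.7 on 10 degrees of freedom. Calb1 (−3.81) and Slc12a3 (−1.24), both far above the pseudocount in the vehicle samples, differed by more than their errors. This argues only against an even loss of cells that alone express all of these markers. Markers that differ in which cells express them would fall unequally with lost cells too, so the spread cannot exclude cell loss. A loss of some cells, and a change of expression within the cells, remain open. Some markers such as Sgk1 are also expressed elsewhere in the kidney.

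Of 86 groups of samples examined for a single sample far from the others, 4 had one, where 4.3 would be expected by chance. Tacrolimus replicate 6 had 17853 nuclear genes detected, against 18800 to 19205 in the other 5 tacrolimus libraries, and its Calb1 was 14.99 rescaled FPKM against 12.41 to 13.17. Without it tacrolimus changed 44 genes and Calb1 by −3.85. Cyclosporine A replicate 4 had 72.99 rescaled FPKM of Inmt against 10.96 to 12.22, and without it the fall of Inmt on deposited FPKM was −3.61 in place of −3.16. Cyclosporine A replicate 2 had 32.95 rescaled FPKM of Clu against 12.23 to 14.39, and without it the change of Clu was 0.88 in place of 1.19. No biological explanation was tested for these samples, since the labels give nothing that sets them apart within their groups.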

How the results depend on the processing

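All alternatives on rescaled cyclosporine A values, those on deposited values for the difference, voomWithQualityWeights with median-of-ratios size factors for tacrolimus, and rescaling in the same-direction share were chosen after seeing the data. Count-model tests, the single fit over all 20 samples, and fry and an estimated correlation for the difference sets were not run.

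The number of genes changed by cyclosporine A on deposited FPKM, 10911, became 82 with median-of-ratios size factors (44 higher, 38 lower) and 86 with upper-quartile size factors. The cause lies in the construction of the scaling, which removes the shift of the median gene. With an absolute log2 fold change of at least 1 it was 5609. With voomWithQualityWeights, either filter, the other pseudocount and the stricter p it stayed within a factor of 1.5, from 8913 to 10955, and across the 8 fits that each left out one replicate it ran from 9872 to 11180. Panel genes called went from 18 to 3 and 4 under those scalings, and from 15 to 21 with one replicate left out.

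The 82 genes on rescaled FPKM became 10911 on deposited FPKM, 281 with voomWithQualityWeights (77 shared), 1 with no filter, 130 with a mean of at least 50 fragments (75 shared), 30 with log2(value + 0.1) and no filter, 39 with the fold-change minimum and 1 at an adjusted p under 0.01. Upper-quartile size factors gave 86, with all 82 among them, and leaving out mitochondrial genes gave 69, with 68 shared. With one replicate left out the count ran from 1 (without saline vehicle replicate 4) to 136 (without cyclosporine A replicate 4). The cause of these shifts was not tested. Panel genes called, 3, became 18 on deposited FPKM, 6 with voomWithQualityWeights, 0 with no filter and 0 with log2(value + 0.1), with 11 at an unadjusted p under 0.05 in each of the latter, and ran from 0 to 3 with one replicate left out.

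The 47 genes changed by tacrolimus became 99 with voomWithQualityWeights, 121 with voomWithQualityWeights and median-of-ratios size factors, 12 with the fold-change minimum and 31 at an adjusted p under 0.01. Both voom fits included all 47, with 21 and 24 genes higher and 78 and 97 lower. The cause of the larger number was not tested. Other scalings, filters and the other pseudocount gave 39 to 47 genes, and the 12 fits that each left out one replicate gave 37 to 50. No gene was called higher without DMSO/PEG vehicle replicate 2 or 6, or without tacrolimus replicate 1, 2 or 6. The remaining fits with a replicate left out called 1 to 3 genes higher. The panel count was 4 or 5 in the fits with another scaling, filter, pseudocount, test or set of samples.

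The 216 genes that differed between the drugs became 10068 on deposited FPKM, 328 with voomWithQualityWeights, 131 with no filter, 99 with log2(value + 0.1) and no filter, 69 with the fold-change minimum and 24 at an adjusted p under 0.01. Upper-quartile size factors gave 232 and a mean of at least 50 fragments gave 269. With one library left out the count ran from 27 (without saline vehicle replicate 4) to 269. The same-direction share of 90.3% became 63.4% with an unadjusted p under 0.01 in both and 100% of 1 gene on rescaled values. With an unadjusted p under 0.01 on rescaled values it was 55.9% of 34 genes. The first 2 shares are what the direction of the calls gives by itself, 92.3% and 64.3%.

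Gene sets were sensitive to the treatment of correlation between genes. With the correlation estimated, the sets called went from 7 to 0 (0 at an unadjusted p under 0.05) for cyclosporine A on deposited FPKM, from 5 to 0 (1 unadjusted) on rescaled FPKM and from 8 to 1 for tacrolimus. With fry they became 16, 0 (4 unadjusted) and 1. Fry tests a set by itself and not against other genes, so on deposited FPKM it follows the shift of the median gene. The cause of the other changes was not tested. With one replicate left out the sets called ran from 6 to 9 for cyclosporine A on deposited FPKM and from 6 to 10 for tacrolimus. On rescaled cyclosporine A values they ran from 4 to 8, with 8 without saline vehicle replicate 2 and without cyclosporine A replicate 3. For the difference, with 4 sets called, they ran from 3 to 9, with 8 without saline vehicle replicate 2, 7 without cyclosporine A replicate 1 and 9 without cyclosporine A replicate 3.

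Replicate numbers are shared between groups, but same-numbered samples did not deviate together, with correlations of −0.149 to 0.212 in the cyclosporine A table and −0.151 to 0.182 in the tacrolimus table, so the numbers were not taken as pairs. With the replicate number as a block the counts were 10635 for cyclosporine A on deposited FPKM, 6 on rescaled FPKM and 44 for tacrolimus. Panel counts with the block were 18, 0 (11 at an unadjusted p under 0.05) and 4, and set counts 6, 4 and 9.

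Among single genes, 9 values changed direction, of which 8 did so on deposited FPKM. For cyclosporine A these were Hoxb4 (−0.01), Rcan1 (−0.55) and Clu (−0.017), and for the difference Sat1 (−0.53), Rcan1 (−0.29), Hoxb4 (−0.24), Fkbp5 (−0.24) and Inafm1 (−0.10). The shift of the median gene by −0.89 shows the cause of these. The difference of Sfrp2 became −0.49 with voomWithQualityWeights, and the cause was not tested. Leaving replicates in, 95 other gene values became weaker, losing their call, and 12 stronger, while 298 kept direction and call. With one replicate left out, 183 became weaker, 7 stronger and 618 kept both. For single gene sets 25 became weaker and 31 kept both, and with one replicate left out 23 and 193.

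With all cyclosporine A and saline vehicle libraries thinned to the 2905876 nuclear fragments of the shallowest, a median of 66 of the 82 genes were still called.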

Other observations

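The tests of gene length, of the respiratory genes, of thinned libraries and of the slope on the mitochondrial share were set out before their results were seen, but after the mitochondrial share itself. How firmly the gene length and respiratory gene tests are read was decided after their values were known, and the Ucp1 and Retn values had been seen before the adipocyte list was tested.

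The mitochondrial share of 84.7% with cyclosporine A against 59.8% with saline vehicle has several candidate explanations. More mitochondrial content per cell could raise nuclear-encoded genes of the respiratory chain as well. Their median rescaled log2 fold change relative to all genes was −0.15, with 10 of 12 below the median gene, so no rise was seen. Camera called the fall (adjusted p 0.0442) but fry (0.195) and an estimated correlation (0.592) did not, which leaves the question open, since nuclear transcripts need not follow mitochondrial content. Shorter or more degraded nuclear transcripts might lower long genes. The Spearman correlation across nuclear genes of rescaled change and gene length was −0.03, but single saline vehicle libraries ranged from −0.134 to 0.126 in the same measure, so a small effect is not excluded. The shares in the tacrolimus table, near 12%, are far from those of both groups in the cyclosporine A table. A difference between the tables does not bear on the gap between saline vehicle and cyclosporine A libraries within one of them, and the labels give no batch within that table. An effect of cyclosporine A itself on the kidney also stays open and was not tested.

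Fewer nuclear fragments with cyclosporine A could by itself produce calls on rescaled FPKM. After the nuclear fragments of all libraries were thinned to 2905876, the depth of the shallowest, a median of 66 of the 82 genes (61 to 70 over 10 draws) were still called, and at least 80 kept their direction. This argues against unequal depth as the main source. Only 1 of 35 splits of the 8 samples, the real one, gave 82 or more genes, with at most 2 in the others, and for deposited FPKM only 1 of 35 gave 10911, with at most 298. For tacrolimus 1 of 100 splits gave 47 or more, with at most 1 in the others. The separation of the groups in the rescaled data is thus beyond random grouping, although the list of genes depends on single libraries. The calls might also follow whatever goes with the mitochondrial share. Across 13425 nuclear genes, the slope on that share among the 4 saline vehicle libraries had a Pearson r of 0.003 with the rescaled change. All 24 orderings of the 4 shares gave values from −0.046 to 0.046, so the level set in advance for a link could not have been reached and the test says nothing either way.

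Tacrolimus lowered Thrsp (−2.52) and Fasn (−1.29), genes of fat synthesis, together with Ucp1 (−3.33), and Fasn was chosen after its values were seen. A candidate explanation is more perirenal fat in the vehicle samples. All 12 adipocyte markers were lower, with a median log2 fold change of −0.82 (camera adjusted p 1.65e-09, fry adjusted p 0.04). Ucp1 is itself in this list, so the list is not independent of the pattern. No other marker of the list was called (limma adjusted p 0.0513 to 0.917). The most abundant of them moved unequally, with Fabp4 at −1.31, Aqp7 at −0.06 and Car3 at −0.81. Aqp7 and Cidec (−0.10) were at 97.8 and 24.3 rescaled FPKM in the vehicle samples and hardly changed. Both need not come from fat alone. With saline vehicle Aqp7 and Cidec were at 32.7 and 16.2 rescaled FPKM, where Plin1 was at 0.333. Their stability with tacrolimus therefore does not argue against more fat. The median did not reach the fall of Fasn, as set in advance. It includes Aqp7, Cidec and markers near the pseudocount (Plin4 at 1.34 and Lep at 0.667 rescaled FPKM with vehicle), so it cannot decide. More fat in the vehicle samples, and lower expression in fat or kidney cells, remain open. On rescaled cyclosporine A values the list had a median of 0.14 (fry adjusted p 0.865), and Aqp7 was called lower (−0.86, limma adjusted p = 0.0251).

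Cyclosporine A raised Upk1a (1.51) and Sprr1a (1.54) on rescaled FPKM, and Sprr1a was chosen after its values were seen. The other urothelial markers had a median of 0.71, and 5 of 6 tested, of 11 listed, were higher (camera adjusted p 0.001, fry adjusted p 0.00519). The most abundant were Psca (4.03 rescaled FPKM with vehicle and 2.64 with drug) and Upk3a (0.766 and 3.10). This is consistent with more urothelium, the lining of the renal pelvis, in the cyclosporine A samples, whether from dissection or from the treatment. It rests on 10.1 to 64.2 fragments per gene and library. With tacrolimus the list had a median of −0.06 (fry adjusted p 0.865). The papilla and inner medulla list, with 4 genes shared with the gene sets, had medians of 0.18 with cyclosporine A and 0.01 with tacrolimus. The medullary osmolyte list had medians of 0.08 and −0.01, and neither list was called by camera or fry.

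Mt-nd2 was at 16350 and 25190 FPKM in tacrolimus replicates 4 and 6, against 4404 to 6766 in the other 10 libraries of that table. Acsf3 was at 1.639 and 1.98 FPKM in the same 2 libraries, against 21.37 to 55.86 in the other 10. In the cyclosporine A table Acsf3 was at 3.919 rescaled FPKM in cyclosporine A replicate 4, against 7.588 to 15.84 in the other 7 libraries. On deposited FPKM, which the mitochondrial share of that library lowers, it was at 1.657 against 8.193 to 31.51. Both genes were chosen after their values were seen, and no explanation was tested.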
